A study of Arabidopsis thaliana with 6 samples.

How the data were processed

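Messenger RNA was measured in whole Arabidopsis thaliana seedlings of the Col-0 background that carried a MUTE cDNA in the estradiol-inducible vector pER8. Per the labels, seedlings were grown for 4 days and then bathed for 8 h in medium with 10 µM estradiol or with the solvent DMSO (mock), and stranded mRNA libraries were read in pairs of 50 bases on a HiSeq 2500. The titles of the samples gave the groups, with 3 libraries in each.

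The values are FPKM, fragments counted per gene and scaled for transcript length and for library size, in a table deposited by the authors with 1 row per gene name and 2 decimals per value. The aligner, the quantifier, the genome build, the annotation and any scaling between libraries are not stated in the labels or the table. The table held 33511 rows, of which 154 had names with the prefix that the assembler Cufflinks gives to loci. It held 1 further numeric column whose heading named no sample or measure, and that column was not used. No coordinates are given, because the build was not stated. Names were paired with locus tags through the RefSeq annotation of assembly TAIR10.1, which matched 97.0% of the rows and 97.9% of the genes kept for testing. That assembly also gave each gene's exon length, GC content and the share of its 50-base stretches that occur in another gene. These properties were found for 97.6% of the kept genes. How the authors' quantification divided fragments between near-identical genes is not known, so values of genes that share sequence are uncertain, as are those of overlapping genes.

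FPKM totals ran from 461556 to 469530 per library, which says nothing about sequencing depth. Relative depth was estimated from rows of low value, where values fall on steps of 1 fragment. Ratios between libraries over 1094 rows with at least 1 value of 0, a lowest nonzero value used of 0.1 and no value above 3 FPKM were fitted together over the 15 library pairs. The estimates relative to mock 1 were 82.9% for mock 2, 97.3% for mock 3, 41.2% for estradiol 1, 97.3% for estradiol 2 and 54.0% for estradiol 3. In 13 of the 15 pairs the pair's own best ratio lay within 0.05 (log2) of the joint fit, and in the other 2 it was off by a factor of 2. The method was changed after seeing the data. Of 2 earlier versions, which treated each pair alone, 1 missed the known depths of simulated data and the other gave depths that differed between pairs. On simulated data the joint fit recovered all depths within 3% in 42 of 50 runs, and in the other 8 some library was off by a factor of about 2. At least a factor of 2 in a library's depth therefore stays uncertain. The number of rows at 0, a separate measure, was 9514 in estradiol 1 and 9182 in estradiol 3, against 8559 to 8679 in the other 4 libraries. Absolute depth is unknown, so no counting intervals are given.

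Genes were kept where FPKM was at least 1 in at least 3 of the 6 libraries, which left 19134. Values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, two-sided), with the group as the only term and Benjamini-Hochberg adjustment over the kept genes. The threshold was an adjusted p of 0.05, and genes that had also changed at least 2-fold were counted separately. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. MUTE was also tested alone with a two-sided exact permutation test. Errors of group means are standard deviations (SD) of 3 libraries, and errors of fold changes are standard errors (SE) of the fit. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

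The following lists were fixed before the data were examined: 18 stomatal lineage genes, 54 core cell cycle genes, 16 inhibitors of cyclin-dependent kinases (CDK) and 8 genes of mature guard cells. Each was tested with limma's camera at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 4 lists. The guard cell genes KAT1 and KAT2 were left out because the table's rows of those names could not be assigned to the potassium channels rather than to other loci with the same symbols. An 8-gene endodermis list was written later, before the values of its genes were looked at. The named genes followed a rule fixed before the data were examined: MUTE, list members past the threshold with up to 5 others per list, and the 10 largest rises and 10 largest falls outside the lists among genes past the threshold whose groups did not overlap. Genes named outside that rule are said to be so.

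The limma fit was tested on simulated data with the real genes' means and spread over 5 runs. It recovered 86.5% of 362 genes changed by 0.5 (log2), 98.2% of 328 changed by 1 and 99.7% of 310 changed by 2, and 3.56% of its calls were false. Few genes were changed in each run, none at the lowest levels, and noise was independent between genes. Most calls in the real data were below the smallest simulated change (upper quartile 0.367, log2), so recovery of such changes was not measured. The false share holds for these simulated conditions only. Alternatives chosen before the data were examined were pseudocounts of 0.1 and 0.5, no filter, a filter at 5 FPKM, quantile normalization, median-of-ratios size factors, eBayes without a trend, the replicate number as a block, leaving out each library in turn, and, for the lists, limma's fry and camera with an estimated correlation. Chosen after seeing the data were weights per library, removal of each library's GC and length trend (splines with 5 degrees of freedom), and a restriction to genes with under 20% of 50-base stretches shared. The labels name no batch, date or lane, so no batch could be examined.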

Results

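MUTE encodes a transcription factor of the stomatal lineage, the epidermal cell lineage that ends in a pair of guard cells around a pore. The series title names its role in the switch of cell state and in the symmetric division that makes a stoma. Its cDNA was placed in pER8, a vector in which estradiol activates a synthetic transcription factor that drives the inserted gene. RNA was profiled after 8 h in 3 libraries from seedlings with 10 µM estradiol and 3 from seedlings with solvent alone. The 1 comparison in the design is estradiol against mock. All 6 libraries carry the construct, so the effect of MUTE induction and any effect of estradiol or of the activator itself enter the comparison together.

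The table listed 26727 of its 33511 rows above 0 in at least 1 library. Between 18937 and 19092 genes reached 1 FPKM in each library. Estimated depth relative to mock 1 was 41.2% for estradiol 1 and 54.0% for estradiol 3, and between 82.9% and 97.3% for the other libraries, with at least a factor of 2 uncertain in each. No gene with a median above 5 FPKM was listed at 0. Across genes, which are not independent replicates, Pearson's r between libraries of log2 values was 0.9943 to 0.9972 within groups and 0.9829 to 0.9848 between groups. At most 0.998% of kept genes had identical values in 2 libraries of a group, so no library was a copy of another. The first principal component carried 69.3% of the variance and separated the groups, with mock libraries at -19.0 to -17.6 and estradiol libraries at 17.3 to 18.7. The second carried 10.2% and spread the estradiol libraries from -9.42 to 13.3.

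The induced gene was examined first. MUTE (AT3G06120) was at 2.37 ± 0.817 FPKM (SD, n = 3) in mock and 2986 ± 54.8 FPKM (SD, n = 3) in estradiol libraries, a ratio of means of 1262. The fitted log2 fold change was 9.82 (SE 0.138), with a limma adjusted p of 2.67e-08. A two-sided exact permutation test of the 3 against 3 values gave p = 0.1, the smallest that this design allows. MUTE was the 6th to 8th highest row in the estradiol libraries and took 0.632% to 0.654% of their FPKM totals. The table does not separate the introduced cDNA from the endogenous transcript. The alternative that moved the fold change most was a pseudocount of 0.1, at 10.29.

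Across the transcriptome, 6928 of 19134 genes (36.2%) had a limma adjusted p under 0.05. Of these, 4454 were higher and 2474 lower with estradiol, so that 64.3% of the calls were higher. The share was 52.8% after quantile normalization and 46.9% with median-of-ratios size factors, scalings that bring the typical gene close to no change by construction. Leaving out 1 library gave 5337 (without mock 3) to 5794 calls (without estradiol 2). Groups did not overlap for 9764 genes (51.0%), where chance gives 10%, and 8982 genes had an unadjusted p under 0.05. Most changes were small. The median absolute log2 change of the called genes was 0.244, with quartiles of 0.183 and 0.367, against a median SD between replicates of 0.0565 in mock and 0.0592 in estradiol libraries. Only 155 calls (2.24%) were at least 2-fold, 74 higher and 81 lower, and 154 of them were genes other than MUTE. The split was 65 higher and 87 lower after quantile normalization and 61 and 93 with median-of-ratios size factors. With a pseudocount of 0.1 there were 276, 117 higher and 159 lower.

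**Figure D1:**
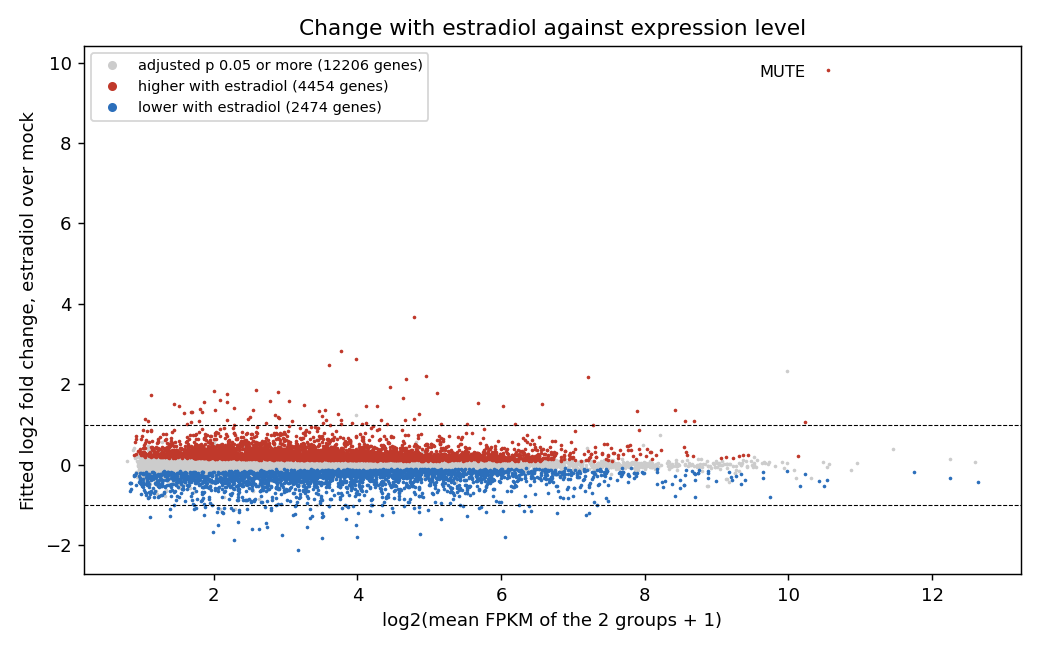
Fitted log2 fold change (estradiol over mock, vertical axis) against log2 of the mean FPKM of both groups plus 1 (horizontal axis), 1 point per tested gene, with genes past an adjusted p of 0.05 in colour and dashed lines at 2-fold. MUTE lies at 9.82 and the 4454 higher and 2474 lower genes lie mostly within the dashed lines.

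The stomatal lineage list asked whether genes that act before, beside and after MUTE changed when it was induced. All 18 members were kept, and 15 passed the threshold over all genes, 13 higher and 2 lower. The same number, 15, passed when adjusted over the list alone. The list's median log2 fold change was 0.68 and camera gave an adjusted p of 5.79e-06. The call held under fry (adjusted p 0.000127) and was lost in camera with an estimated correlation (0.227), the alternative that moved it most. The other camera fits ran from 2.94e-07 to 4.67e-05.

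The largest rise in the list was that of SDD1 (AT1G04110), from 2.95 ± 0.229 to 50.2 ± 11.3 FPKM (SD, n = 3), with a log2 fold change of 3.68 (SE 0.133) and a limma adjusted p of 3.14e-06. POLAR (AT4G31805) rose from 3.38 ± 0.308 to 26.3 ± 0.762 FPKM, by 2.64 (SE 0.0569). TMM, listed as AtRLP17 (AT1G80080), rose from 10.13 ± 0.385 to 50.1 ± 1.30 FPKM, by 2.20 (SE 0.0395). ERL1 (AT5G62230) rose by 1.30 (SE 0.0592), from 0.743 ± 0.0513 to 3.28 ± 0.162 FPKM, whereas its relative ER (AT2G26330) stood at 18.5 ± 0.565 and 18.8 ± 1.04 FPKM, a difference smaller than its spread and of opposite sign under both scalings (-0.02 and -0.03). ERL2 (AT5G07180) rose by 0.74. SCRM, listed as ATICE1 (AT3G26744), rose by 1.03 (SE 0.0421), and SCRM2, listed as ICE2 (AT1G12860), by 0.47. HDG2 (AT1G05230) rose by 0.89, FAMA, listed as FMA (AT3G24140), by 0.78 (SE 0.107), FLP, listed as AtMYB124 (AT1G14350), by 0.75 and BASL (AT5G60880) by 0.63. The limma adjusted p of these last 7 genes and of POLAR, TMM and ERL1 was at most 0.00308.

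Both members that fell past the threshold encode secreted peptides. EPFL9, listed as STOMAGEN (AT4G12970), went from 16.3 ± 0.542 to 9.31 ± 1.38 FPKM (log2 fold change -0.75, SE 0.089, limma adjusted p 0.000566). EPF2 (AT1G34245) went from 4.35 ± 0.431 to 2.95 ± 0.566 FPKM (-0.45, SE 0.108, limma adjusted p 0.0144). They passed the threshold under each alternative in which they were tested, with adjusted p up to 0.00431 and 0.0493. SPCH (AT5G53210), at 5.11 ± 0.603 and 6.05 ± 0.702 FPKM, did not pass (0.20, limma adjusted p 0.115), although it did when estradiol 1 was left out (0.29, adjusted p 0.0347), in a range over the alternatives up to 0.305. EPF1 (AT2G20875) did not pass (-0.07, limma adjusted p 0.613) and changed sign without estradiol 1 (0.04). YDA, listed as EMB71 (AT1G63700), rose by 0.16 with a limma adjusted p of 0.0160 and lost the threshold only without mock 2 (0.0504). MYB88 (AT2G02820, +0.25, limma adjusted p 0.0476) lost it under 9 of the 16 alternatives, with adjusted p from 0.00893 to 0.138, including each fit that left out a library other than estradiol 3.

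**Figure D2:**
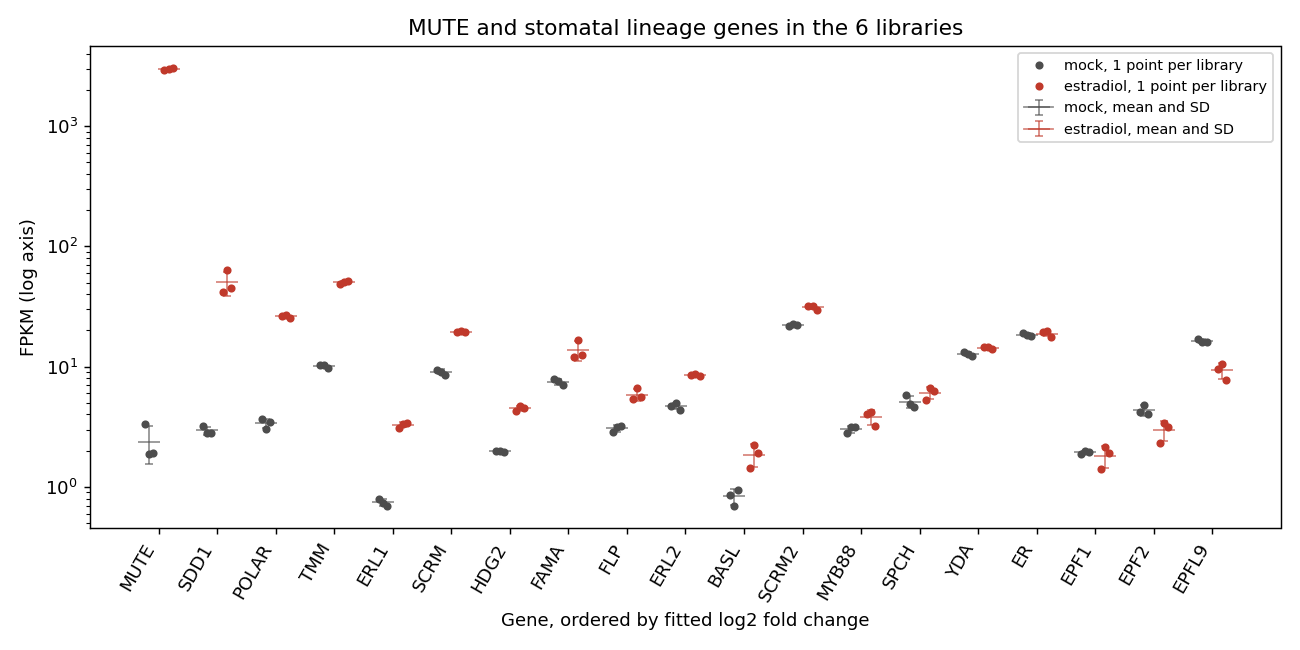
FPKM on a log axis for MUTE and the 18 stomatal lineage genes, ordered by fitted log2 fold change, with 1 point per library and the mean and SD of 3 libraries in each group. MUTE rises from 2.37 to 2986 FPKM, SDD1 from 2.95 to 50.2 FPKM, and EPF2 and EPFL9 at the right are lower with estradiol.

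The series title also names cell division, which the core cell cycle list addressed. Of its 54 members 51 were kept, 42 passed the threshold over all genes, all of them higher, and 45 passed when adjusted over the list alone. All 51 had a higher fitted value with estradiol. They were also higher after quantile normalization and with median-of-ratios size factors, where the lowest change was 0.0043 and 0.000789 (log2). Without the filter 53 of 54 were higher. The median log2 fold change was 0.36 and camera gave an adjusted p of 2.56e-13, with 2.35e-16 to 5.03e-10 over the other camera fits at the preset correlation. The call held under fry (0.000444) and was lost with an estimated correlation (0.227).

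The changes of single cell cycle genes were mostly under 2-fold. CYCA2;2, listed as CYC3B (AT5G11300), rose by 1.002 (SE 0.135), from 1.03 ± 0.107 to 3.13 ± 0.859 FPKM (SD, n = 3). CDKB1;1, listed as CDC2B (AT3G54180), rose by 0.92 (SE 0.0458), from 6.59 ± 0.116 to 13.3 ± 0.671 FPKM, with a limma adjusted p of 8.52e-06, the lowest of the list. CDKB2;1 (AT1G76540) rose by 0.91 (SE 0.0932), and its values of 19.45, 26.55 and 22.96 FPKM in the estradiol libraries were all above the mock values of 11.6 to 11.8. CYCD5;1 (AT4G37630) rose by 0.74 (SE 0.0545), AUR1, listed as AtAUR1 (AT4G32830), by 0.67, CYCA1;1 (AT1G44110) by 0.66 and AUR3, listed as AtAUR3 (AT2G45490), by 0.65. The proliferating cell nuclear antigen genes ATPCNA1 (AT1G07370) and ATPCNA2 (AT2G29570) each rose by 0.51. CDKA;1, listed as CDC2 (AT3G48750), rose by 0.29 (limma adjusted p 0.00148). CYCB1;1, listed as CYC1 (AT4G37490), did not pass (0.13, limma adjusted p 0.116). CDC20.1 (AT4G33270), which passed at 0.13, shared 31.4% of its 50-base stretches with other genes, so that its value is uncertain.

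CDK inhibitors changed in both directions. Of 15 kept members 4 passed the threshold, over all genes as well as when adjusted over the list alone, and camera gave an adjusted p of 0.149 (fry 0.106). SMR4 (AT5G02220) rose from 0.873 ± 0.242 to 3.63 ± 0.448 FPKM (SD, n = 3), by 1.31 (SE 0.11, limma adjusted p 0.00011). KRP1 (AT2G23430) went from 8.99 ± 0.520 to 5.68 ± 0.139 FPKM (-0.58, SE 0.0501, limma adjusted p 0.000128), SMR1, listed as LGO (AT3G10525), from 30.1 ± 1.36 to 21.4 ± 1.73 FPKM (-0.48, SE 0.0604) and KRP2 (AT3G50630) from 10.5 ± 0.695 to 8.33 ± 0.144 FPKM (-0.30, SE 0.0511). These 4 kept their sign and stayed past the threshold under both scalings. SIM (AT5G04470) did not pass (-0.23, limma adjusted p 0.0621) but did under 5 alternatives, among them the fit without estradiol 3 (-0.33, adjusted p 0.00461), in a range up to 0.156.

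Of the 6 kept genes of mature guard cells 0 passed the threshold, and 1, HT1 (AT1G62400), had an unadjusted p under 0.05. Its log2 fold change was -0.25 (limma adjusted p 0.0876). The list's median was 0.03, while camera, which ranks the list against all other genes, gave the direction as lower with an adjusted p of 0.609. HT1 passed when estradiol 2 was left out (-0.38, adjusted p 0.00526), and MYB60, listed as AtMYB60 (AT1G08810), when estradiol 3 was left out (0.18, adjusted p 0.0400). Whether the lists differed from one another was not tested.

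**Figure D3:**
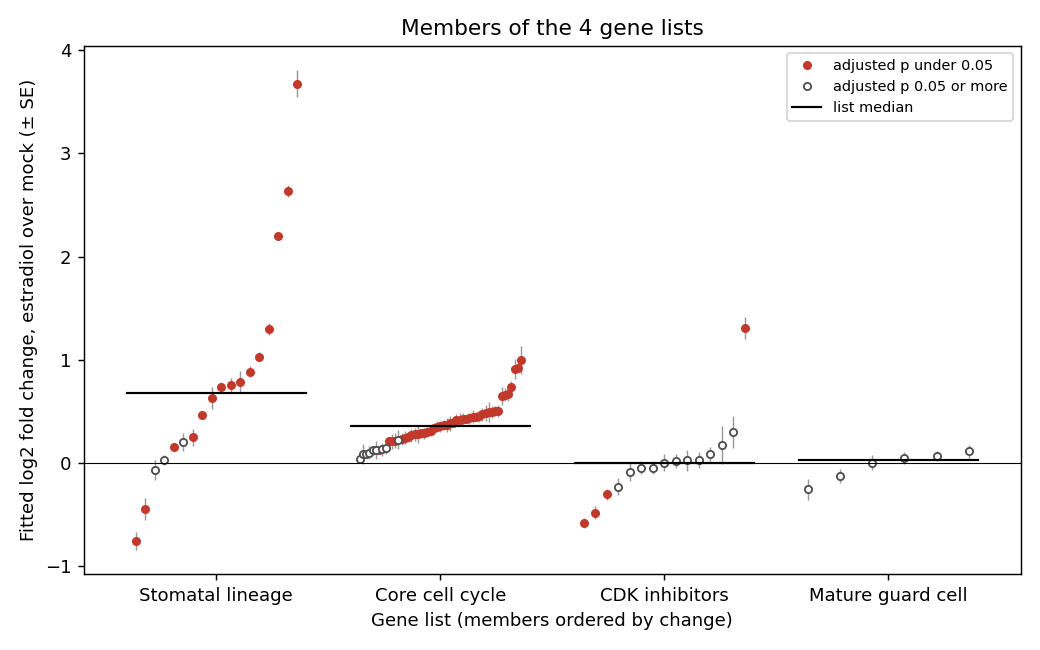
Fitted log2 fold change (estradiol over mock) with its SE for the kept members of the 4 lists, ordered within each list, with filled points for an adjusted p under 0.05 and a bar at the list median. The 51 cell cycle genes lie above 0 with a median of 0.36, and the CDK inhibitors lie on both sides of 0; cell cycle signs held under both scalings.

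Outside the lists, the largest rises were those of AT1G51405, from 2.34 ± 0.172 to 23.02 ± 4.97 FPKM (SD, n = 3; log2 fold change 2.83, SE 0.126), and AT3G26960, from 2.69 ± 0.145 to 19.6 ± 0.987 FPKM (2.48, SE 0.0518). AtHsp90.4 (AT5G56000) came next at 2.17 (SE 0.674, limma adjusted p 0.0368), but its estradiol values were 434.0, 48.7 and 280.6 FPKM against 38.8 to 40.0 in mock, so that the size of the rise rested on estradiol 1 and 3. It shared 18.7% of its 50-base stretches with other genes and lost the threshold under 7 of 17 alternatives, with adjusted p from 2.62e-05 to 0.110. ORTH4 (AT1G66040, 1.86, SE 0.483, limma adjusted p 0.0189) had the same form, with 14.5, 2.22 and 9.53 FPKM in estradiol 1, 2 and 3, and 77.1% of its stretches shared. It lost the threshold under 4 of 15 alternatives, with adjusted p from 4.64e-05 to 0.0647. Without estradiol 1, 2 and 3, the log2 fold change was 1.55, 3.11 and 1.86 for AtHsp90.4. For ORTH4 it was 1.39, 2.52 and 1.67. Without estradiol 3, the limma adjusted p was 0.110 for AtHsp90.4 and 0.0636 for ORTH4. The other rises were AT1G12845 (2.12), AT4G18970 (1.93), AT4G03965 (1.83), AT4G01250 (1.80), AT2G27385 (1.79) and ATWRKY49 (AT5G43290, 1.75).

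The largest falls were those of FLA6 (AT2G20520), from 13.6 ± 2.05 to 2.38 ± 0.666 FPKM (SD, n = 3; log2 fold change -2.13, SE 0.149, limma adjusted p 4.99e-05), and AT1G69140, from 6.66 ± 1.16 to 1.10 ± 0.257 FPKM (-1.86, SE 0.121). SAUR16 (AT4G38860) went from 16.8 ± 1.95 to 4.00 ± 0.393 FPKM (-1.83, SE 0.0884). AT1G23205 (-1.79), GASA6 (AT1G74670, -1.79), AT3G28270 (-1.74), ATMSRB6 (AT4G04840, -1.72), AT3G61920 (-1.66), AT1G60590 (-1.60) and BUS1 (AT1G16410, -1.59) followed. GASA6 had the highest level of these, at 101.8 ± 5.24 in mock and 28.98 ± 4.58 FPKM with estradiol. The 10 falls and the 8 rises other than AtHsp90.4 and ORTH4 passed the threshold under each alternative in which they were tested.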

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

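MUTE rose under all 17 alternatives, by 9.53 to 10.29 (log2). The number of genes past the threshold ran from 5337 to 7154, and between 5131 and 6920 of the genes called without any alternative were called again. The 3 alternatives chosen after seeing the data gave 7154 genes with library weights, 6971 with the GC and length trend removed and 6859 among genes with under 20% shared stretches.

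The count of genes changed at least 2-fold depended on the pseudocount. With 0.1 in place of 1 it was 276 (117 higher, 159 lower) against 155 (74 and 81). A smaller pseudocount enlarges the fold change of genes with low values by construction. Across the 6 fits that each left out one library it ran from 144 to 162.

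With an estimated correlation between genes, camera gave an adjusted p of 0.2269 for both the stomatal lineage and the core cell cycle list, past no threshold. Fry and all other alternatives kept both calls. The list tests did not use the eBayes setting, so eBayes without a trend could not have changed these calls. The cause was not tested. The CDK inhibitor list passed only with the filter at 5 FPKM (adjusted p 0.001411), which left 5 of 15 members, all lower; its other alternatives ran from 0.07235 to 0.2953. The guard cell list, past no threshold in any fit (0.4723 to 0.7742), was lower than other genes in camera and turned to higher with the filter at 5 FPKM (0.6754, 1 member left) and under fry (0.7742, cause not tested).

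Of single genes, ER changed sign under quantile normalization (-0.024) and median-of-ratios size factors (-0.026), where the scaling itself lowers the estradiol values, and EPF1 changed sign without estradiol 1 (0.042), in a range of -0.156 to 0.042 across the 6 fits that each left out one library. Among single genes, list member counts and shares, 21 other combinations of a result and an alternative were weaker, 6 stronger and 17 moved, while 938 stayed as they were.

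Replicate numbers did not pair the libraries: the correlation of same-numbered libraries' deviations from their group means was -0.006, 0.047 and -0.002. With the replicate number as a block, 6038 genes passed, 5845 of them shared with the fit without it, and the lists' calls were the same (adjusted p 2.77e-05, 4.70e-13, 0.1399 and 0.6253 for stomatal lineage, cell cycle, CDK inhibitors and guard cells).

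Leaving out any library lowered the count of genes past the threshold by a similar amount, to 5548, 5428 and 5337 without mock 1, 2 and 3, and to 5739, 5794 and 5741 without estradiol 1, 2 and 3. Fewer libraries give fewer calls by construction. SPCH passed the threshold when estradiol 1 was left out (adjusted p 0.03472). The effect of depth on these results was not tested.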

Other observations

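Of the tests in this part, those on the endodermis list, on scaling and on other splits were chosen before their results were seen. So was that on GC content and length, although it was chosen after seeing the data. Those on shared sequence, sampling noise, divided reads and organelle RNA were chosen after their results were seen. The genes and libraries named here were picked after their values were seen.

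The real split of the 6 libraries was 1 of 10 splits into 3 and 3 that gave as many genes past the threshold, and no other split gave more than 1 gene. With 10 splits the share cannot go below 0.1. Every other split puts estradiol and mock libraries together in each of its groups. Their difference then widens the spread within groups, so that few calls follow by construction.

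Several genes were much higher in estradiol 1 and 3 than in estradiol 2. CAB2 stood at 3399, 215.2 and 1800 FPKM in estradiol 1, 2 and 3 against 198.2 to 228.8 in mock. AtHsp90.4 (434.0, 48.7 and 280.6), TUA3 (805.8, 238.3 and 552.6), AT1G55980 (35.4, 7.71 and 23.2) and ORTH4 (14.5, 2.22 and 9.53) had the same form. In estradiol 2, CAB2 lay within its mock range and the other genes lay above theirs. That excess was slight in TUA3 and AT1G55980. Mock values were 38.8 to 40.0 FPKM for AtHsp90.4 and 1.16 to 1.35 FPKM for ORTH4. In each the value in estradiol 1 exceeded that in estradiol 3, and these are the libraries with the lowest estimated depth. All 5 genes share sequence with others, from 18.7% of 50-base stretches in AtHsp90.4 to 77.1% in ORTH4. Sampling noise of shallower libraries was argued against: of genes with no shared stretches and a mean of at least 100 FPKM, 0.386% departed by over 0.3 (log2) between estradiol 2 and the mean of estradiol 1 and 3, and of 10256 such genes with a mean of at least 5 FPKM only 2 were over 1 higher (log2) in estradiol 1 and 3. A fixed number of reads divided differently among near-identical genes was argued against too. The FPKM sum over each gene and its sequence-sharing partners rose by 93.8% or more of the gene's own rise in all 5, so that a fall of the partners was at most a small part of it. In 2 of the 5, AtHsp90.4 and AT1G55980 (94.4%), the partners together fell slightly. Whether reads shared between paralogs may have been counted more than once in those libraries cannot be told apart from other causes. Of other genes with at least 50% shared stretches, 14.8% departed by over 0.3 in the same comparison, against 2.62% of genes with none, but the departures went both ways (18 and 20 genes). Comparisons of single mock libraries with the other 2 gave 11.3% to 13.3% for genes with at least 50%. CAB2, AtHsp90.4 and TUA3 had 10% to 50% shared stretches. Of other such genes 6.24% departed, 18 higher and 15 lower in estradiol 1 and 3, against 2.46% to 4.16% in the mock comparisons. At a mean of at least 100 FPKM, 4 of 43 such genes departed, all higher in estradiol 1 and 3. Of genes with at least 50% at that level, 5 of 20 departed, all lower. In the mock comparisons at that level, 0% to 6.98% of genes with 10% to 50% departed. For genes with at least 50% it was 25% to 30%, also mostly in a single direction per library. Of the other genes over 0.7 lower in estradiol 2, 15 of 23 had at least 10% shared stretches, against 4.20% of kept genes, while the corresponding share over the 6 comparisons within mock ran from 5.88% (1 of 17 genes, higher in mock 1) to 61.5% (8 of 13, higher in mock 3). A treatment effect that reached only those seedlings stays open and was not tested.

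Ribosomal RNA was higher in mock 3. The chloroplast 16S row was at 318.5, 319.6 and 1137 FPKM in mock 1, 2 and 3, and the nuclear row AT3G41768 at 895.6, 852.7 and 2690 FPKM. Estradiol 2 had the highest values of its group for both (485.2 and 1459 FPKM). Carry-over of RNA without poly(A) tails may have differed between the libraries. Over 48 kept chloroplast genes other than ribosomal RNA the median difference of mock 3 from mock 1 and 2 was 0.349 (log2), with 41 higher, and over nuclear genes it was -0.0434. Over 14 mitochondrial genes it was -0.00626, with 7 higher, where that explanation predicted a rise. The difference of estradiol 2 from estradiol 1 and 3 had a median of 0.215 over the chloroplast genes (43 higher), 0.0735 over the mitochondrial genes (9 higher) and 0.0135 over nuclear genes, in the direction of carry-over. The explanation stays open, because the mitochondrial genes went both ways in each comparison. No biological explanation was tested, since the libraries of a group had the same treatment.

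Genes named for root hair specific expression were among the lower ones, a pattern noticed after seeing the largest falls. Of the 7 kept rows whose names in the table carry the RHS prefix, 6 were lower past the threshold and RHS8 was higher (0.28, limma adjusted p 0.0120). RHS18 fell by 1.27 (log2), from 13.6 ± 1.44 to 5.05 ± 0.278 FPKM (SD, n = 3), and RHS19 fell by 0.95, from 46.2 ± 3.57 to 23.5 ± 1.79 FPKM. The median was -0.79. A smaller share of root tissue in the estradiol samples was tested with the endodermis list, and the data argue against an even loss of all root tissue. All 8 genes of the endodermis list were expressed in these whole seedlings and all were higher with estradiol, with a median of 0.286, and 5 passed the threshold, among them the abundant CASP1 at 14.0 ± 0.636 and 17.3 ± 0.642 FPKM. The list does not mark root hair cells or root zones, so a change in their share stays open. Other lists of root cells were not analysed here. A response of root hair genes to induced MUTE, to estradiol or to the activator of pER8 may underlie the pattern; the design joins these, and they were not tested.

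Whether the excess of higher over lower calls came from the scaling of the libraries cannot be told apart from a shift of many genes. With each library left out in turn, the share of higher calls ran from 59.42% (without mock 3) to 64.78% (without mock 1). The excess thus stayed, but was smallest without mock 3. Higher calls made up 64.3% with the authors' FPKM and 46.86% with median-of-ratios size factors (52.81% after quantile normalization). However, those scalings bring the median log2 fold change of all genes from 0.0483 to 0.000548 and 0.0158, which lowers the share of higher calls by construction. GC content and gene length were argued against as the source of the many small changes, because 6971 genes passed after each library's trend in both was removed, against 6928 before, and 6569 genes were called in both fits.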
